A study of Mus musculus with 11 samples.

How the data were processed

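Single cells of the adult mouse testis were measured by SORT-Seq, in which cells are sorted one by one into the wells of 384-well plates and the 3' ends of their polyadenylated RNA are counted with unique molecular identifiers (UMIs, short random tags that mark the original molecules). Per the labels, the cells were live and positive for green fluorescent protein (GFP) from a Dazl-GFP reporter, Dazl being a gene of germ cells, and came from 3 mice. Mouse 1 gave 8 libraries of 96 wells each by CEL-Seq1, mouse 2 gave 1 library of 384 wells by CEL-Seq2, and mouse 3 gave 2 libraries of 384 wells by CEL-Seq2. Per the labels, one library of mouse 3 was sorted by a gate alone and all other libraries by index sorting, which records the fluorescence of each sorted cell. No mouse was treated, so the comparisons are between stages of germ cell development within each mouse, and the replicate is the mouse (n = 3). The protocol goes with the mouse: mouse 1 alone had CEL-Seq1.

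The authors deposited a table of UMI counts per gene and well, a table of read counts per gene and well, and a table of transcripts. Aligner, genome build, annotation and counting tool are not stated in the labels' protocols or the file headers. The UMI and read tables hold whole numbers, with reads nowhere below UMIs. The transcripts table the authors deposited holds estimated counts: in mice 2 and 3, 100.0% of the values above 0 equalled the UMI count corrected for collisions by ln(1 - UMIs/K)/ln(1 - 1/K) to within 1%, with K the number of possible UMIs. K was 256 in mouse 1 (UMIs of 4 bases) and 4096 in mice 2 and 3 (UMIs of 6 bases), as read from the values. In mouse 1 the columns of the transcripts table stood in another order, with 2 of the 768 wells at the same position. They were matched by their expression profiles, with a lowest correlation of 0.973 and the same best match for all 768 wells. After matching, 98.48% of the values of mouse 1 followed the formula, and 919 genes with at least 20 UMIs in mouse 1, which held 0.171% of its UMIs, were listed at 0. The transcripts table also lacked 811 genes of the 20389 rows of the UMI table, with a median of 2 UMIs each. The UMI counts were therefore the main values, and the transcripts (rounded to whole numbers first) and the reads were alternatives. The gene names in the tables carry the chromosome. Column names of mouse 1 do not separate its 8 libraries, so these were treated as pooled over the mouse.

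The UMI table was read with Python 3.11.15 and pandas 2.3.3. Total UMIs per well were counted over autosomes, X and Y, without ERCC spike-ins, mitochondrial genes, the eGFP row and the ribosomal RNA precursor Rn45s. The last made up 0.43% of UMIs in mouse 1, 5.29% in mouse 2 and 0.67% in mouse 3. Wells with at least 1000 UMIs were kept as cells, 1448 of 1920. Total UMIs were 16682671 in mouse 1, 5866174 in mouse 2 and 18032562 in mouse 3. As each well received a single sorted cell, doublets were not removed. Scrublet (in scanpy 1.11.5), run as an alternative, called 9 of the 1448 cells doublets.

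Cells were clustered without the chromosomes under test. From genes of the odd-numbered autosomes seen in at least 20 cells, without the genes of the lists below, counts were scaled to 10000 UMIs per cell and log-transformed, and 1500 variable genes were chosen with the mouse as the batch. Cells of the 3 mice were aligned with Seurat 5.3.0 anchors (15 dimensions, 50 neighbours for the weights), scaled to at most 10 SD, and clustered with scanpy (15 principal components, 15 neighbours, Leiden resolution 1.0), which gave 16 clusters. A cluster was a stage if at least 2 mice gave at least 10 cells each, if it was not led by markers of somatic cells, and if its median UMI count was not under 1/3 of that of all kept cells. The rule on low depth was set after the clusters were seen. It left out 3 clusters, and a cluster of 17 cells led by Prm2 and Prm1 had too few cells. The share of cells left out for low depth was 15.4% in mouse 1, 10.9% in mouse 2 and 22.3% in mouse 3. The remaining 12 stages were ordered by diffusion pseudotime (5 diffusion components) from the cluster with the highest mean of markers of undifferentiated spermatogonia. Names ending in "-like" are rebuilt from marker lists fixed before the data were examined. A class needed at least 3 markers detected in at least 10% of the cells of the cluster and a mean level above that of the other cells. No other class could have as many markers among the 10 leading genes, unless none had any. X, Y and even-numbered autosomes took no part in the clustering, and their genes were tested between stages. The markers that set the start of the order, the names and the rule on somatic cells came from all chromosomes.

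UMI counts were summed over the cells of each mouse and stage (36 sums). Even-autosome UMIs per sum ranged from 44049 to 2035842. The share of a chromosome was its UMIs per 100 even-autosome UMIs, and the latest was compared with the earliest stage by exchanging the stage labels within each mouse (two-sided permutation test, 100000 resamples, exact enumeration where a mouse was left out). Labels were exchanged among all stages, so the p also depends on how far the stages between differ. Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with the mouse as a block, TMM factors from even-autosome genes, filterByExpr and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. All stages entered one model, over 399 X-linked, 17 Y-linked and 4762 even-autosome genes. The mouse was a block because the sums of one mouse come from one animal. Departure of an X-linked gene from the X average was tested with the X UMIs of a sum as its library size and all stage coefficients in one F test. The order of X-linked genes along the stages was compared between mice by each gene's mean stage (stage numbers weighted by the gene's UMIs per even-autosome UMI), over genes with at least 20 UMIs in each mouse, by Spearman's rho with 100000 permutations. mRNA content was the median over cells of endogenous UMIs per ERCC UMI, ERCC being spike-in RNA of known sequence. Shares of cells or wells have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. Where a gene had no UMI in a stage, a fold is given against 3 UMIs over the 3 mice and called "at least".

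The gene lists, 3 in number, were fixed beforehand and took no part in the clustering, though Pgk2 and Hormad1 were also among the markers used for names. They held X-linked genes with their autosomal retrocopies, genes of sex chromosome silencing, and homologous genes of the X and Y. List genes on odd-numbered autosomes were added to the edgeR test. The files use the older symbols Ubl4 and Gyk for Ubl4a and Gk. G6pd2 was not analysed here, and Ubl4b and Kdm5d did not pass filterByExpr. The values of 1 gene of the silencing list are not reported here, though it is in that list's counts. The genes named in the text were chosen by a rule fixed beforehand: among X-linked genes past the threshold and changed in the same direction in every mouse, the 5 with the largest fall and the 5 with the largest rise, the 6 genes with the smallest p for departure from the X average, and genes of the lists. Coordinates come from a match of gene symbols to GENCODE vM21 on GRCm38, since the authors' build is not stated, and are 1-based.

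The models were first tested on simulated counts. With 200 genes changed by 2 on the log2 scale at the latest stage, the edgeR comparison of the latest with the earliest stage (4533 genes tested) recovered 182 of the 192 changed genes tested (94.8%), and 15 of its 197 calls (7.6%) were false. The departure test (387 genes) recovered 160 of 184 (87.0%), with 19 false calls (10.6%), and in a simulation without change it made no call among 379 genes. Both shares of false calls lay above the threshold of 0.05. Changed genes were drawn from those with more UMIs, all genes had the same spread, and the other genes stayed flat over the stages. In the data many genes change and some have few UMIs, so these rates need not hold there.

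The alternatives were the transcripts and read tables, minima of 500 and 3000 UMIs per cell, staging on even autosomes with tests on odd ones, fewer and more clusters (resolution 0.6 and 1.5), no alignment across mice, Scrublet, each mouse left out, no mouse block, DESeq2 1.42.0, other scaling factors, no expression filter, sums of at least 20 cells, sums by library, and other measures of share, order and mRNA content. Keeping the low-depth clusters as stages was added later. The exon or intron position of the counted reads was not analysed here, and the index-sort fluorescence was not used here.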

Results

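The series asks in what order genes of the sex chromosomes change as male germ cells enter meiosis, the divisions that form haploid cells. Single Dazl-GFP-positive cells of the adult testis were profiled from 3 mice, in 768 wells for mouse 1, 384 for mouse 2 and 768 for mouse 3. Wells with at least 1000 UMIs were kept as cells. This left 545 cells (70.96% of wells, exact 95% confidence interval 67.61 to 74.15) in mouse 1, 321 (83.59%, 79.5 to 87.16) in mouse 2 and 582 (75.78%, 72.59 to 78.77) in mouse 3. Kept cells had a median of 16275 UMIs in mouse 1, 9830 in mouse 2 and 14132.5 in mouse 3, with 3.55, 4.21 and 3.54 reads per UMI. Total UMIs over all wells were 16682671, 5866174 and 18032562 in mice 1, 2 and 3. Mitochondrial genes gave 4.64%, 11.31% and 9.67% of UMIs in mice 1, 2 and 3. The mice are replicates without treatment, and since mouse 1 alone was processed by CEL-Seq1, differences between it and the other mice cannot be separated from the protocol.

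Clustering on odd-numbered autosomes gave 12 stages that held 1182 cells: 456 (83.67% of kept cells, 80.29 to 86.68) in mouse 1, 282 (87.85%, 83.77 to 91.22) in mouse 2 and 444 (76.29%, 72.62 to 79.69) in mouse 3. Stage 1 was undifferentiated spermatogonia-like, and stages 2 and 3 were differentiating spermatogonia-like, spermatogonia being the cells that divide before meiosis. Stage 4 was preleptotene-like, stages 6 to 9 were leptotene and zygotene-like, and stages 11 and 12 were pachytene-like, after the successive substages of the first meiotic prophase. Stages 4, 7, 9 and 11 had no marker of their class among their 10 leading genes, so these names rest on mean marker levels. Stages 5 and 10 stayed unnamed. The best class of stage 5 was that of Sertoli cells, which are somatic, with 1 marker among its 10 leading genes. Its first leading gene was Stra8, a preleptotene marker, and Mei1, a leptotene and zygotene marker, was there too. Stage 5 was therefore not counted as led by somatic markers. Whether preleptotene cells lie in stage 4, in stage 5 or in both stays open. The markers of the class leading stage 10 were on average lower than in other cells. Stage 4 was the most frequent, with 15.2% ± 3.8 (SD, n = 3) of kept cells, and stage 6 the least, with 3.55% ± 1.24. Every stage had at least 10 cells in each mouse, so 36 sums of cells entered the comparisons. A cluster of 17 cells led by protamine genes, elongating spermatid-like, was no stage. Without alignment across mice, 46.2% of kept cells on average fell in a stage, against 82.6% with it.

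The X chromosome share, X UMIs per 100 even-autosome UMIs, was 5.997 ± 0.51 (SD, n = 3 mice) at stage 1 and 5.65 ± 0.45 at stage 2. It was 7.63 ± 0.80 at stage 7, where the log2 ratio to stage 1 was 0.38, 0.34 and 0.32 in mice 1, 2 and 3. This intermediate rise, in 3 of 3 mice, was not tested. The share was 4.29 ± 0.52 at stage 8, 0.797 ± 0.301 at stage 9 and 0.445 ± 0.276 at stage 12. The latest differed from the earliest stage by -3.94 ± 0.81 on the log2 scale (SD, n = 3), with a p of 0.00695 in the two-sided permutation test. The fall was -3.13 in mouse 1, -3.95 in mouse 2 and -4.75 in mouse 3, on 13786, 1538 and 3623 X UMIs at stage 12. The table of reads moved this value most, to -4.96. Without alignment across mice the difference was -4.37, with a permutation p of 0.0522 from 2 mice that had both stages. Across X-linked genes, shares of the X UMIs at stage 12 correlated with those in wells below 1000 UMIs at a mean rho of 0.48, against 0.40 at stage 1, and X UMIs per ERCC UMI in those wells were at most 15.41% of those of stage 12 cells.

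**Figure D1:**
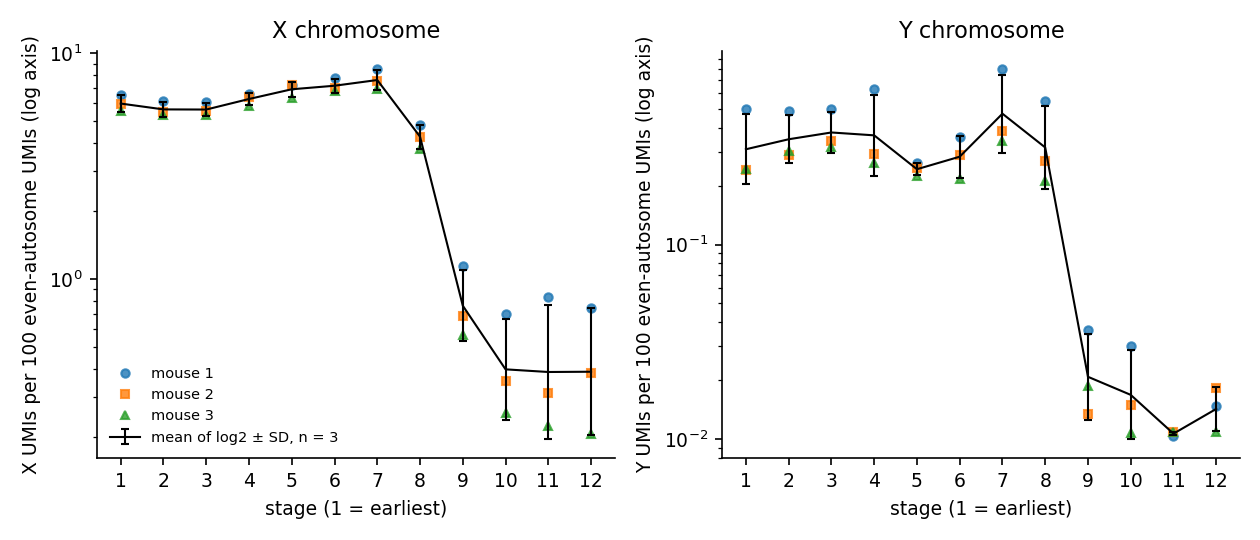
UMIs of the X (left) and Y (right) per 100 even-autosome UMIs on log axes against the stage, 1 point per mouse, with the mean of log2 values ± SD (n = 3). The X share lay between 5.52 and 6.53 at stage 1 and between 0.206 and 0.747 at stage 12, and the Y share between 0.242 and 0.501 and between 0.0108 and 0.0182.

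The Y chromosome share rested on far fewer UMIs. It was 0.329 ± 0.149 UMIs per 100 even-autosome UMIs at stage 1, on 1263, 329 and 808 Y UMIs in mice 1, 2 and 3. The share was 0.508 ± 0.252 at stage 7, 0.344 ± 0.180 at stage 8 and 0.0228 ± 0.0120 at stage 9. At stage 12 it was 0.0146 ± 0.0037, on 273, 73 and 190 UMIs. The latest differed from the earliest stage by -4.44 ± 0.68 on the log2 scale (permutation p = 0.014, n = 3), with -5.08, -3.73 and -4.50 in mice 1, 2 and 3. The table of reads moved it most, to -5.33. With 2 mice the exact permutation p was 0.0985 without mouse 1 (-4.12), 0.0348 without mouse 2 (-4.79) and 0.0635 without mouse 3 (-4.41), so the call rested on having all mice or on the pair of mice 1 and 3. The p also depends on the stages between, since labels were exchanged among all 12. In mouse 2 the share was 0.386 at stage 7, above the 0.242 of stage 1. It was 0.0108 at stage 11, below the 0.0182 of stage 12.

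Gene by gene, edgeR called 358 of the 399 X-linked genes tested lower at the latest than at the earliest stage and 5 higher (Benjamini-Hochberg adjusted p under 0.05). All 17 Y-linked genes tested were called lower. Of 4762 even-autosome genes, the background that took no part in the clustering, 1802 (37.8%) were lower and 1706 (35.8%) higher. X-linked genes were thus lower in 89.7% of tests, against 37.8% on even autosomes. The count of lower X-linked genes was moved most by dropping the expression filter, to 463 over more genes tested, and leaving out a mouse gave between 299 and 375.

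The fall was placed between stages 7 and 10. Against stage 1, edgeR called 107 X-linked genes lower and 117 higher at stage 7, 159 lower and 72 higher at stage 8, 326 lower and 6 higher at stage 9, and 357 lower and 5 higher at stage 10. On even autosomes the calls moved gradually, from 1545 lower and 1053 higher at stage 7 to 1759 lower and 1545 higher at stage 10. At stage 2 the X-linked genes, 42 lower and 40 higher, changed about as often (10.53% and 10.03%) as those of even autosomes (9.24% and 9.49%).

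**Figure D2:**
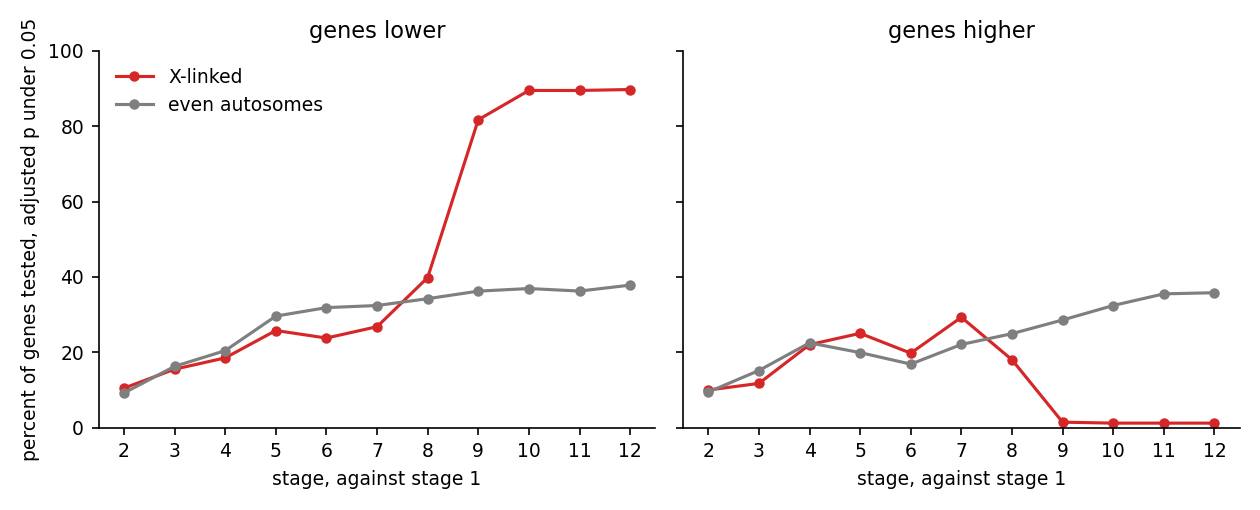
Percent of X-linked (red) and even-autosome (grey) genes called lower (left) and higher (right) at each stage than at stage 1 by edgeR. X-linked genes lower rose from 39.9% at stage 8 to 81.7% at stage 9, while even-autosome genes lower were 34.2% and 36.2%.

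The X-linked genes with the largest fall were Cox7b, Xlr3a, Slc25a5, Map3k15 and Rhox10, with positions on GRCm38. Cox7b (X:106015700-106022450, plus strand) had 224 ± 18.1 CPM (UMIs scaled to the even-autosome UMIs of the sum, mean ± SD, n = 3) at stage 1, on 159 UMIs, and none at stage 12, at least 296-fold lower (edgeR log2 fold change -9.50 ± 0.56 SE, adjusted p = 1.32e-17). Rhox10 (X:38066475-38071691, plus strand) went from 73 UMIs to none, at least 136-fold lower (edgeR adjusted p = 2.34e-09), and was not called by DESeq2 (adjusted p = 0.267). Slc25a5 (X:36795651-36798807, plus strand) went from 200 UMIs to 1, a ratio of 0.000897 with a 95% counting interval of 2.26e-05 to 0.00505 (adjusted p = 8.65e-18). Xlr3a (X:73086293-73097095, minus strand) and Map3k15 (X:159988433-160123351, plus strand) went from 68 and 63 UMIs to none, at least 126-fold and 117-fold lower (adjusted p = 4.95e-11 and 1.35e-10). For the latter pair, 62 of the 68 and 60 of the 63 early UMIs came from mouse 1, and without mouse 1 they had too few UMIs to be tested. Xlr3a has near-identical copies on the X, so its count is uncertain where the authors' counting could split reads among them. Much of the change in these genes came before stage 7. Rhox10 went from 99.9 CPM at stage 1 to 2.96 at stage 3, with no UMI from stage 5 on. Slc25a5 was at 277 CPM at stage 1 and 46.2 at stage 2, and Cox7b at 27.6 at stage 5. Map3k15 was at 4.77 CPM at stage 3 but 47.5 at stage 8. Xlr3a was still at 36.9 CPM at stage 7 and at 0.557 at stage 9.

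The 5 X-linked genes that were higher at the latest stage were H2bfm, Slitrk2, Tsga8, Gab3 and Ndufa1. H2bfm (X:136927325-136928376, plus strand) had no UMI at stage 1 and 22 at stage 12, at least 1.32-fold higher (edgeR adjusted p = 0.0137), and it was no longer called without mouse 2 (adjusted p = 0.069) or mouse 3 (0.0615). Its level was 51.5 ± 14.8 CPM at stage 4, 70.3 ± 37.9 at stage 6, 0.557 ± 0.965 at stage 9 and 7.29 ± 4.48 at stage 12, so it fell between stages 6 and 9. Slitrk2 (X:66649318-66661393, plus strand) rose from 39.5 ± 62.1 to 160 ± 68.6 CPM (log2 fold change 2.58 ± 0.69 SE, adjusted p = 0.00103). Of its 29 UMIs at stage 1, 28 were from mouse 1, and its log2 fold change was 6.02 without mouse 1 and 2.21 (adjusted p = 0.249) without the mouse block. Tsga8 (X:83486678-83487924, minus strand) rose from 26.4 ± 17.2 to 70.3 ± 23.3 CPM (1.60 ± 0.43, adjusted p = 0.00119), and without mouse 3 its log2 fold change was 2.59. Gab3 (X:74966843-75085458, minus strand) rose from 16.4 ± 16.8 to 35.0 ± 28.1 CPM (1.37 ± 0.49, adjusted p = 0.0119), on 12 UMIs at stage 1, 9 of them from mouse 1, and was not tested without mouse 1. It was not called from reads, without the block or with sums of at least 20 cells. Ndufa1 (X:37187588-37191163, minus strand) rose from 92.7 ± 48.1 to 149 ± 28.5 CPM (1.13 ± 0.22, adjusted p = 1.36e-05). It fell by 0.29 on the log2 scale (adjusted p = 0.207) when only sums of at least 20 cells were used, which leaves stage 1 out. The CPM carry no TMM factors, which the fitted changes use. A fitted change can therefore lie above that of the CPM, as it did for Ndufa1.

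If all X-linked genes changed in parallel over the stages, each would keep its share of the X UMIs. Of 399 X-linked genes, 382 departed from the X average over the stages (edgeR F test, adjusted p under 0.05), against 232 without the mouse block. The test covers all stages, changes before the fall included, so the count does not show whether the fall itself was parallel. The smallest p values were those of Tsga8, Ndufa1, Slitrk2, Fmr1nb, Gab3 and Ccnb3, with adjusted p from 1.3e-34 (Tsga8) to 5.07e-24 (Ccnb3). Ndufa1 and Fmr1nb had their highest mean levels at stage 7, with 1799 ± 186 and 1203 ± 134 CPM. Fmr1nb (X:68761839-68804567, plus strand) was at 84.7 ± 18.4 CPM at stage 1, 324 ± 99.0 at stage 9 and 10.1 ± 8.81 at stage 10. Ccnb3 (X:6979652-7041619, minus strand) was at 24.0 ± 17.5 CPM at stage 1, 624 ± 135 at stage 7, 240 ± 26.1 at stage 8 and 1.74 ± 1.77 at stage 9. Tsga8 made up 2.01% ± 1.08 of the X UMIs at stage 12 and 0.0458% ± 0.0328 at stage 1. Slitrk2 made up 3.88% ± 0.74 and 0.0608% ± 0.0948 at the same stages.

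**Figure D3:**
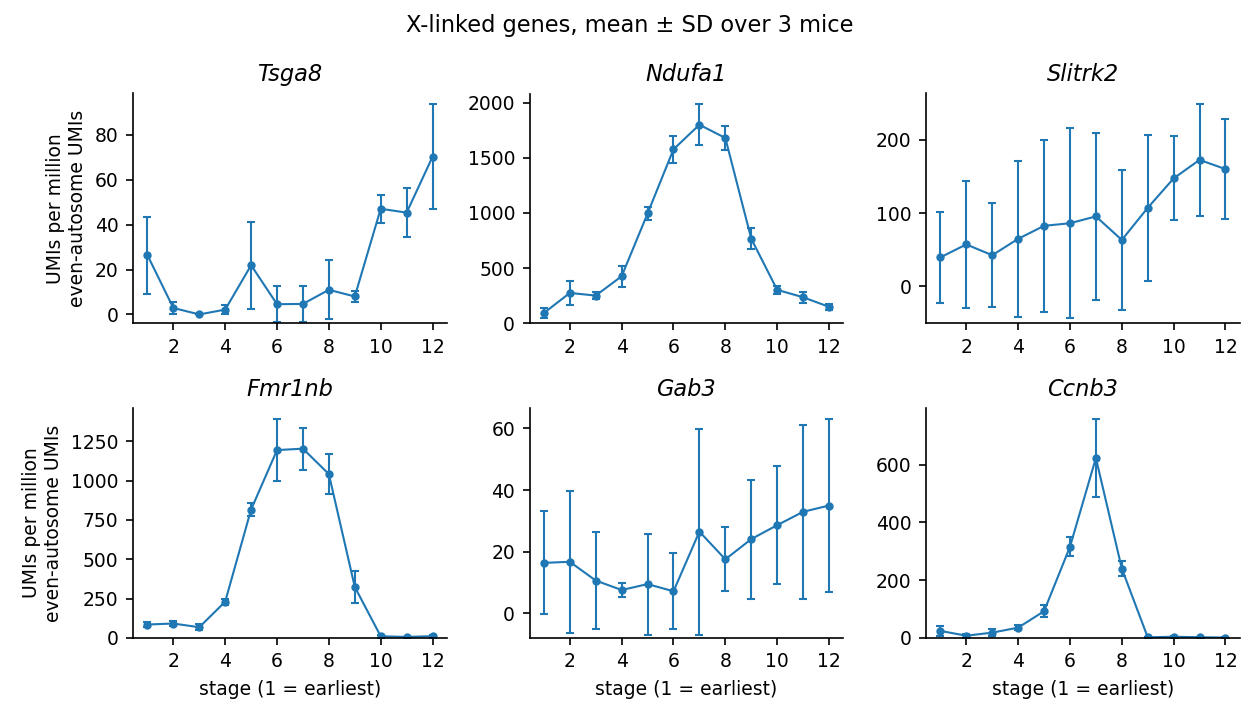
CPM (of even-autosome UMIs) against the stage for the 6 X-linked genes with the smallest p for departure from the X average, mean ± SD over 3 mice, the bars of low means reaching below 0. Ccnb3 was at 624 at stage 7 and 1.74 at stage 9, Tsga8 at 4.67 at stage 7 and 70.3 at stage 12.

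The order of X-linked genes along the stages was compared between mice by the mean stage of each gene, the centre of its expression over all 12 stages, which is not a time of loss. Over 355 genes, Spearman's rho across genes was 0.867 between mice 1 and 2, 0.889 between mice 1 and 3, and 0.914 between mice 2 and 3. Each had a permutation p of 1e-05, also after adjustment over the 3 pairs, the smallest that 100000 permutations can give. Genes are not independent replicates, so this describes the agreement in these 3 mice. Mean stages had a median of 4.51 and quartiles of 3.83 and 5.27, from 1.37 for Rhox10 to 9.10 for Tsga8, which was higher at the latest stage. With the first stage under 50% of the earliest level, the mean rho was 0.59 in place of 0.89. That stage marks a first drop, which need not be a lasting loss. Tsga8 went from 26.4 CPM at stage 1 to 2.87 at stage 2, but was at 70.3 at stage 12.

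X-linked genes with autosomal retrocopies, intronless copies often used in place of the X-linked gene during meiosis, were a list fixed beforehand. Of 12 X-linked progenitors, 11 were called lower at the latest stage, both over all genes and adjusted over the list alone. The exception was Gyk, with 1 UMI at each of the stages compared, which was called lower under 4 of the alternatives (adjusted over the list). Of 10 retrocopies tested, 8 were called higher by both adjustments: Pgk2, Pdha2, Rpl10l, Rpl39l, Rbmxl2, Cstf2t, Cetn1 and Gk2, each in 3 of 3 mice. Their edgeR log2 fold changes ran from 1.00 ± 0.14 SE for Rpl39l (chromosome 16, adjusted p = 2.98e-08) to 4.77 ± 0.27 for Cetn1 (chromosome 18, adjusted p = 7.68e-19). Cetn1 rose from 60.4 ± 17.6 to 1286 ± 100 CPM, while its progenitor Cetn2 went from 199 ± 29.0 to 2.52 ± 1.44. Pgk2 rose from 5.47 ± 4.82 to 122.8 ± 29.0 CPM and Pgk1 went from 68.5 ± 20.3 to 8.76 ± 1.43. Slc25a31 (chromosome 3) was called lower, from 1279 ± 149 to 544 ± 32.3 CPM (log2 fold change -0.89 ± 0.13, adjusted p = 6.27e-08), and Utp14b (chromosome 1) was not called (-0.33 ± 0.46, adjusted p = 0.514). These changes are relative to even-autosome UMIs, which rose by 1.84 ± 0.33 (log2) per ERCC UMI between the same stages. The lower level of Slc25a31 is thus a lower share and need not be a loss per cell. The count of retrocopies and progenitors called higher, 8, was the same under all 20 alternatives run, and the count called lower ranged from 12 to 14. Ribosomal protein genes such as Rpl10 and Rpl39 have many processed copies, so their counts are uncertain where reads are shared.

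**Figure D4:**
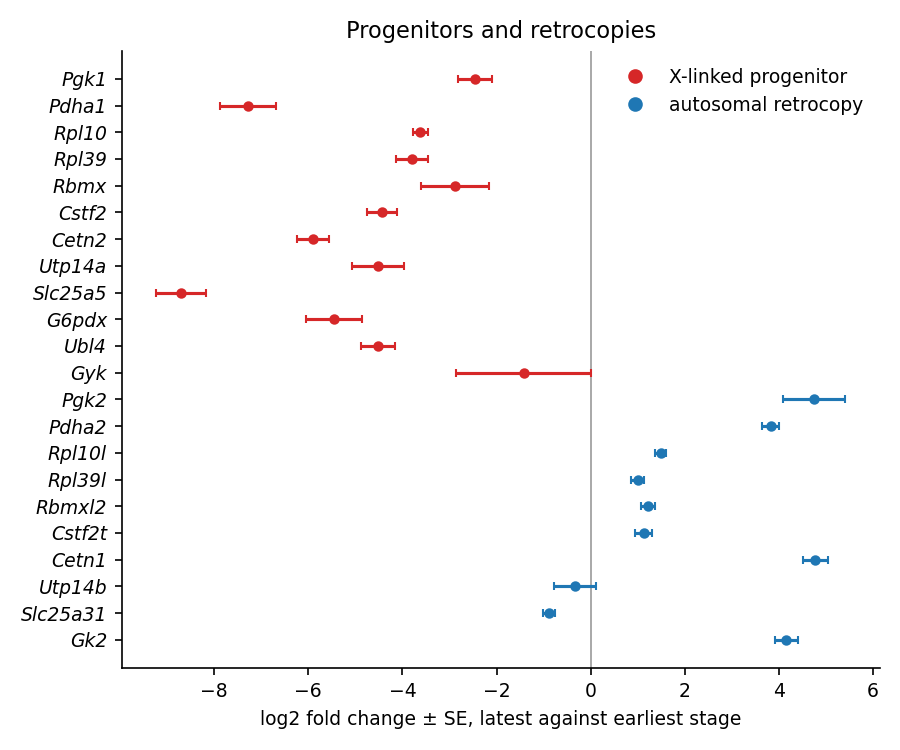
edgeR log2 fold change of the latest against the earliest stage ± SE for X-linked progenitors (red) and autosomal retrocopies (blue). Progenitors lie between -8.70 (Slc25a5) and -1.42 (Gyk), and retrocopies between -0.89 (Slc25a31) and 4.77 (Cetn1).

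Of 14 genes of sex chromosome silencing, 9 were called higher at the latest stage and 4 lower, both over all genes and adjusted over the list alone. The largest rise was that of Mdc1 (chromosome 17), from 184 ± 32.4 to 1106 ± 159 CPM (edgeR log2 fold change 2.90 ± 0.17 SE, adjusted p = 1.44e-18). Hormad1 (2.80 ± 0.18), Atr (2.43 ± 0.14) and H2afx (2.40 ± 0.22) followed, each higher in 3 of 3 mice. Hormad2 (1.25 ± 0.54), Atrip (0.97 ± 0.28), Topbp1 (0.63 ± 0.14) and Rnf8 (0.43 ± 0.19) rose less, Rnf8 in 2 of 3 mice by CPM. From reads, Atrip and Hormad2 were not called. Hormad2 and Rnf8 were not called without mouse 2 (p adjusted over the list 0.244 and 0.0609) or without mouse 3 (0.0613 and 0.0571). Nor were they called without the mouse block (0.0505 and 0.195). The log2 fold change of Hormad2 was 2.42 without mouse 1, 0.81 without mouse 2 and 1.30 without mouse 3, so its size is uncertain. Median-ratio size factors move all fold changes by a median of -0.20, and with them Hormad2 and Rnf8 were not called and Setdb1 was called lower (-0.38), adjusted over the list. Scml2, itself X-linked (-5.62 ± 0.28), Ubr2 (-3.60 ± 0.22), Brca1 (-2.64 ± 0.25) and Ehmt2 (-2.15 ± 0.18) were lower in 3 of 3 mice. Setdb1 was not called (-0.19 ± 0.15, adjusted p = 0.272), although lower in 3 of 3 mice by CPM (586 ± 108 to 410 ± 33.4). The sign of its fitted change depended on the processing. The fitted changes use TMM factors and the CPM do not. For Setdb1 and for Rnf8 (162.5 ± 32.3 to 172.6 ± 32.9 CPM) the fitted change lay above that of the CPM, so such weak changes depend on the scaling.

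Homologous genes of the X and Y formed the last list, and each is uncertain because near-identical copies can share reads. Of 7 X-linked copies, 6 were called lower at the latest stage by both adjustments, from Eif2s3x (edgeR log2 fold change -0.90 ± 0.36 SE, adjusted p = 0.0226) to Ddx3x (-6.56 ± 0.34, adjusted p = 1.28e-19). Adjusted over the list, Eif2s3x was no longer called under 6 of the alternatives, among them those without mouse 1 (0.114) and without mouse 3 (0.236). Zfx was not called (-0.47 ± 0.26, adjusted p = 0.104, and 0.0822 over the list alone), although lower in 3 of 3 mice by CPM (130 ± 17.6 to 66.8 ± 27.4), and was called lower under 7 of the alternatives. All 7 Y-linked copies tested were called lower, from Uty (-2.85 ± 0.62) to Usp9y (-5.59 ± 0.40). Zfy1 and Zfy2 were lower in 2 of 3 mice by CPM, with 30 and 21 UMIs at stage 1, and Zfy2 was not called without mouse 1 (-1.59, p adjusted over the list = 0.105).

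The mRNA content of a cell was read from endogenous UMIs per ERCC UMI. Relative to stage 1, the log2 value was -0.96 ± 0.20 (SD, n = 3) at stage 4 and lowest at stage 7, at -1.97 ± 0.03. It was -1.29 ± 0.12 at stage 8, -0.04 ± 0.02 at stage 9 and 1.81 ± 0.32 at stage 12. The latest stage was higher than the earliest in 3 of 3 mice, by 1.48, 1.84 and 2.11, but the difference did not pass the threshold (permutation p = 0.0681, n = 3). The test exchanges labels among stages that themselves differ, so its null spread holds differences between stages as well as between mice. Total endogenous UMIs per cell, the alternative that moved the value most, gave 1.56 (permutation p = 0.117). Median UMIs per cell were 27078 ± 7612 at stage 1, 5724 ± 922 at stage 7 and 80868 ± 27805 at stage 12, so single cells were measured least deeply around stage 7. Computed after the shares were seen, X UMIs per ERCC UMI changed by -1.52 ± 0.06 (log2, SD, n = 3) from stage 1 to stage 7, and even-autosome UMIs per ERCC UMI by -1.93 ± 0.04. At stage 9 the X value stood at -2.98 ± 0.54, its lowest mean, and the even-autosome value at 0.035 ± 0.027. At stage 12 they stood at -2.25 ± 0.60 and 1.84 ± 0.33. The fall of the X share from stage 1 to stage 12 thus held a fall of X UMIs and a rise of even-autosome UMIs. Changes of single genes are relative to even-autosome UMIs as well. Falls smaller than that rise, such as those of Slc25a31, Eif2s3x and Zfx, need not be falls per ERCC UMI. Between stages 9 and 12 X UMIs per ERCC UMI rose in each mouse, so the further drop of the share there came with no fall of X UMIs.

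**Figure D5:**
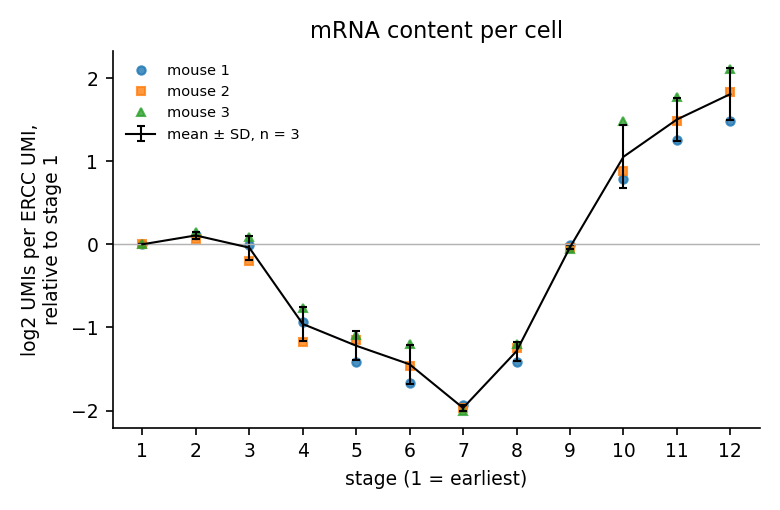
log2 of the median endogenous UMIs per ERCC UMI relative to stage 1 against the stage, 1 point per mouse, with mean ± SD (n = 3). The mean was lowest at stage 7 (-1.97) and highest at stage 12 (1.81).

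Sorting by a gate was compared with index sorting in mouse 3, with 1 library each and hence no test. The gate library kept 302 of 384 wells (78.65%, 74.2 to 82.64) with a median of 21239 UMIs per cell. The index library kept 280 of 384 wells (72.92%, 68.18 to 77.3) with a median of 9201. The intervals overlapped, and cover counting error only. With a minimum of 3000 UMIs the gate library kept 69.5% and the index library 55.5% of wells, but with 500 UMIs they kept 81.5% and 82.6%, so the direction depended on the minimum. Stage 12 held 8.94% of the kept cells of the gate library (5.97 to 12.74) and 3.21% of those of the index library (1.48 to 6.01), and stage 8 held 3.64% (1.83 to 6.42) and 12.5% (8.86 to 16.95).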

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

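The tests of eGFP within each mouse, against total UMIs and against Dazl UMIs, were chosen only after the pooled result was seen, and both patterns were noticed in the counts before any of their tests were set.

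The eGFP transgene was almost absent from cells that, per the labels, had been sorted on the green fluorescent protein of the reporter. This count lies outside every comparison, and it exceeded the 3 UMIs that a count of 0 allows. All wells together held 60 eGFP UMIs, all of them in cells of the stages, where Dazl itself had 45146 UMIs. If capture followed depth alone, eGFP UMIs would lie on the stages in proportion to their total UMIs. They did not: a resampled chi-square permutation test pooled over mice gave a p of 0.00025, with an eGFP level of 3.88 CPM at stage 4 and 0.32 CPM at stage 12, scaled here to total and not to even-autosome UMIs. The mice differed in their eGFP level, with 3.68 CPM in mouse 2 and at most 1.2 CPM in the others. Resampled within each mouse, the p was 0.00162, and both p cover counting error only. Depth alone is thus unlikely as the cause of the pattern over stages. The low count itself could come from a transcript end that the counted sequence lacks, which was not tested. Dazl, the gene of the reporter, went from 1917 to 293.8 CPM of total UMIs between stages 4 and 12, with 2.02 and 1.08 eGFP UMIs per 1000 Dazl UMIs. Within mice, eGFP UMIs did not depart detectably from proportion to Dazl UMIs (resampled chi-square permutation test, p = 0.778). Between mice the ratio differed, with 2.45 eGFP UMIs per 1000 Dazl UMIs in mouse 2 against 1.04 in mouse 1 and 1.09 in mouse 3. The difference between mice was not tested. With 60 UMIs, and a test set after the values were seen, that eGFP follows its promoter stays open.

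The ribosomal RNA precursor Rn45s took 5.29% of the UMIs of mouse 2, against 0.43% in mouse 1 and 0.67% in mouse 3. It too lies outside every comparison. The share of mouse 1 was limited by saturation, since a well could hold at most 256 UMIs of Rn45s, and its highest well held all of them. The highest wells held 4043 of 4096 in mouse 2 and 2005 in mouse 3. Kept cells of mouse 1 had a median of 16275 UMIs and a lower quartile of 6754. Most of them could therefore not reach the share of mouse 2, and mouse 3 is the fairer comparison. A few extreme wells are unlikely to account for the share of mouse 2, since the median over its kept cells was 5.53%, against 0.562% in mouse 1 and 0.69% in mouse 3. The 10 highest cells of mouse 2 held 11.6% of its Rn45s UMIs. Library and mouse are the same unit here, because mouse 2 gave a single library, so a cause in the animal and a cause in the library cannot be told apart. No biological explanation was tested.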

How the results depend on the processing

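The alternatives were planned in advance, except the one that keeps low-depth clusters as stages, which was chosen after the clusters were seen.

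The fall of the X share from the earliest to the latest stage was between -4.96 and -3.54 over the alternatives and kept its direction in each, with permutation p from 0.00241 to 0.0522. Leaving out a mouse gave between -4.35 and -3.54. Without alignment across mice it was -4.37 with a permutation p of 0.0522. That setting left 7 stages, and 2 mice that had both the earliest and the latest of them, so fewer exchanges were possible.

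The fall of the Y share was between -5.33, from reads, and -4.12. Values without a mouse lay between -4.79 and -4.12, with exact permutation p of 0.0985 without mouse 1 (-4.12) and 0.0635 without mouse 3 (-4.41). Without alignment the difference was -4.14 (permutation p = 0.0703). The direction was the same throughout. With 73 Y UMIs in mouse 2 at the latest stage, counting error was larger for the Y than for the X share. The p also depends on the stages between, so depth need not account for the lost calls.

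The rise in mRNA content, 1.81, ranged from 1.56 to 2.0, and passed the threshold only with staging on even autosomes (1.97, permutation p = 0.0443). The order of X-linked genes along the stages had a mean rho between 0.59 and 0.92, the lowest for the first stage under 50% of the earliest level.

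Without the mouse block, 3 X-linked genes were called higher in place of 5, and 232 departed from the X average in place of 382. All 232 were among the 382. Of the 358 X-linked genes called lower, 307 were still called, and all 358 kept their sign. Slitrk2 (2.21, edgeR adjusted p = 0.249) and Gab3 (1.30, 0.349) were no longer called without the block. The pairing comes from the animal, which also carries the protocol, and the cause of the difference was not tested.

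Among tools and scalings, DESeq2 called 394 of 886 X-linked genes lower and 5 higher, including 332 of the 358. Median-ratio size factors moved the fold changes of all genes by a median of -0.20, in edgeR and in DESeq2 alike, and TMM factors from all genes by 0.02. Of the even-autosome calls, 48.6% were rises with the main factors and 42.8% with median-ratio factors, so the balance of rises and falls on even autosomes depends on the scaling. DESeq2 did not call Rhox10 (-9.31, adjusted p = 0.267).

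The share of kept cells that fell in a stage, 82.6% on average, was 96.5% with at least 3000 UMIs per cell, 46.2% without alignment and 94.7% with low-depth clusters kept. In mouse 3, the gate library kept 69.5% of wells at a minimum of 3000 UMIs. The index library kept 82.6% at 500 UMIs, where the gate library kept 81.5%, and 55.5% at 3000.

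Among values of single genes under an alternative, 1261 kept direction and call, 26 lost the call, 14 gained one and 8 changed sign. With sums of at least 20 cells, which drops stage 1 and leaves 9 stages, Ndufa1 was at -0.29 and Rnf8 at -0.02. Setdb1 was at 0.08 with fewer clusters, 0.04 with more, 0.10 without alignment, between -0.21 and 0.01 without a mouse (0.01 without mouse 3) and 0.16 with sums of at least 20 cells. Zfx was at 0.13 with fewer clusters. The causes were not tested. H2bfm lost its call without mouse 2 (edgeR adjusted p = 0.069) and without mouse 3 (0.0615), and Hormad2 without mouse 2 or mouse 3 (p adjusted over the list 0.244 and 0.0613). So did Rnf8 without mouse 2 (0.0609) and without mouse 3 (0.0571), and Eif2s3x without mouse 1 (0.114) and without mouse 3 (0.236). Without the block, Hormad2 (0.0505), Rnf8 (0.195) and Eif2s3x (0.125) each lost the call.

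Xlr3a, Map3k15 and Gab3 had too few UMIs to be tested without mouse 1. The shares and the mRNA content were not run through the gene tests' other tools and scalings, which do not apply to them. Depth limits genes such as Gyk, with 1 UMI at each of the stages compared, and the substages around stage 7, where cells had the fewest UMIs.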

Other observations

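The test of low depth alone on the low-depth cluster and the test of the level of free RNA were chosen only after the results were seen, and the other tests of this part were set before theirs.

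The fall of X-linked genes and the changes on even autosomes were set against other partitions of the same sums. Of the 10 ways to part the 6 sums of the earliest and latest stages, 1, the real one, gave as many X-linked genes, and the highest of the others gave 3, in a split that also put a sum of each mouse on either side. For even-autosome genes it was again 1 of 10, with 3 genes in the highest of the others. With so few partitions, chance and a difference between stages cannot be told apart by this test on its own. For departure from the X average, 1 of 100 assignments of stage labels within mice, the real one, gave as many genes, against at most 19 genes in the others.

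An order of X-linked genes along the stages shared by the mice, measured as the centre of expression, could come from several technical sources. The mean rho between mice was 0.92 among the 177 genes above the median of 532 UMIs and 0.87 among the other 178. Independent counting noise lowers agreement, so this says nothing on its source. Position along the X is unlikely: the correlation of mean stage with position across genes was -0.07, inside the range of circular shifts from -0.10 to 0.12 (permutation p = 0.285, for the 94.9% of genes with a position). The level in the earliest stage was tied to the mean stage (rho = -0.37), but with that level taken out of the ranks the mean correlation between mice stayed at 0.87. Genes are not independent replicates in any of these.

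The X UMIs left in the latest stage are unlikely to be mainly free RNA at the level of the wells below the UMI minimum. X UMIs per ERCC UMI in those wells were 2.41%, 8.84% and 15.41% of those of stage 12 cells in mice 1, 2 and 3. Across X-linked genes, shares at stage 12 correlated with those of the shallow wells at a mean rho of 0.48, against 0.40 at stage 1, higher in 2 of 3 mice. Exchange between wells that grows with the depth of the receiving well was not tested, since shallow wells would not show it. The fall of the X share was -4.96 from reads and -3.94 from UMIs, and that of the Y share -5.33 and -4.44. Relative to even autosomes, the X and Y UMIs at stage 12 thus had fewer reads each than at stage 1. Whether exchange between wells lies behind this was not tested, so it stays open.

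Mouse 1 kept more X share at the latest stage than the others (0.747, against 0.383 and 0.206). UMI saturation of abundant autosomal genes is unlikely, since with collisions corrected mouse 1 stood at 0.67 and mice 2 and 3 at 0.381 and 0.203. RNA from other wells stays open for part of the excess, though free RNA at the level of the shallow wells is too low. Even-autosome genes that were low in the other mice kept 5.61% of their earliest level in mouse 1, and genes picked in the same way kept 3.07% in mouse 2 and 2.47% in mouse 3. The X share kept 11.44%, 6.46% and 3.72% in mice 1, 2 and 3, so carry-over at the level of those genes would not cover all of the excess, and the rest stays open. Mouse 1 was also the only CEL-Seq1 mouse, so the animal and the protocol cannot be told apart.

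Clu was among the leading genes of stage 5, although it is a marker of Sertoli cells, the somatic cells that surround germ cells. RNA or fragments of Sertoli cells could explain it: of 6 other detected Sertoli markers, 3 were higher at stage 5 than at stage 4 in every mouse. Cldn11 went from 10.2 to 156 CPM of even-autosome UMIs, Wt1 from 6.7 to 36.9 and Gata4 from 4.7 to 18.1, while the other 3 rose in 2 of 3 mice, among them Ctsl, the most abundant, from 305 to 569.8. Ctsl stayed high at stages 6 and 7 (580.7 and 765.6), so its rise was not specific to stage 5. The other detected markers were lower at stage 6 than at stage 5, as was Clu (652.5 to 124.2). The counts were low, with 12 Gata4 UMIs over stages 4 and 5. Adhering Sertoli material and expression in the germ cells thus cannot be told apart.

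A low-depth cluster of 65 cells, 52 of them from mouse 3, was led by Vmn2r55 and Kcnq1ot1. Sorting by a gate is unlikely as its source, since it took 4.6% of the kept cells of the gate library (exact 95% interval 2.6 to 7.7) and 13.6% of the index library (9.8 to 18.1). Low depth alone is unlikely as well. The share of UMIs on 10 genes picked in mouse 3 was 7.89-fold higher than in other low-depth clusters in one of mice 1 and 2 and 12.46-fold higher in the other, on 5 and 8 cells. What these cells are was not resolved, and no biological explanation was tested.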
